A study of Mus musculus with 24 samples. Its data were reported in "Roles of TET and TDG in DNA demethylation in proliferating and non-proliferating immune cells" (2021).

How the data were processed

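Polyadenylated RNA was sequenced from 24 libraries of mouse cells: 8 of Th2 cells and 16 of bone marrow-derived macrophages (BMDMs). In the TDG iKO and TET iTKO mice the floxed alleles were deleted by CreERT2, a Cre recombinase that tamoxifen activates and that was inserted at the Ndor1 locus, and Cre-carrying and control mice both received tamoxifen. BMDMs were left unstimulated (0 h) or stimulated with the Toll-like receptor 4 agonist Kdo2-lipid A (KLA) for 6 h. Directional paired-end libraries were read on either of 2 Illumina instruments, and which instrument read which library was not stated.

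The authors aligned the reads to the mouse genome build mm9 with HISAT2 and made raw read counts per gene with HTSeq-count. The deposited values were whole-number counts with no normalization, for 23420 gene symbols and 5 tallies of unassigned read pairs in each library. The gene annotation, the strand setting and the versions of both tools were not stated. HTSeq-count does not assign pairs that align to several places, so a gene with near-identical copies loses counts, and overlapping genes on opposite strands were treated as uncertain. Counts were per gene and do not resolve exons, so the deletion of some exons of a gene need not lower its count.

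Groups and replicate numbers were taken from the labels deposited with the samples, and every library had a group. The groups, tests, alternatives and the rule for which genes to name were fixed before the data were examined. The exceptions were the 3 settings of the Th2 comparison named below and the tests said below to have been chosen after a result was seen. The main test was the Wald test of DESeq2 1.42.0 in R 4.3.3, because the study's methods state DESeq2 with an adjusted p-value threshold of 0.05. The quasi-likelihood test of edgeR 4.0.16 with TMM scaling was run as an alternative for every comparison. DESeq2 was run with median-of-ratios size factors, default independent filtering and Cook's cutoff, and unshrunken log2 fold changes. P-values were adjusted by the Benjamini-Hochberg method. The 8 Th2 libraries formed a fit of their own. Each BMDM cohort of 8 libraries (4 groups of 2) was fitted together so that its groups shared an estimate of the spread, and the differences between the TET and TDG effects were tested in a fit of all 16 BMDM libraries, each knockout against its own WT. The change in the KLA response between genotypes was tested as an interaction.

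The genes named were the targeted genes (Tdg, Tet1, Tet2 and Tet3), 6 genes next to enhancers that the study selected (Alcam, Batf, Il1b, Il6, Mdfic and Ptgs2), 7 genes in Th2 cells (Il4, Il5, Il13, Gata3, Ifng, Dnmt1 and Uhrf1), Xist and 4 Y-linked genes, and Ndor1. For each knockout comparison the rule added the 3 genes with the largest increase and the 3 with the largest decrease among those past the threshold with a mean normalised count of at least 50 and no overlap between the groups. Any other gene is said to have been chosen after its values were seen. These BMDM genes belonged to a fixed list of 7, over which the p-values were also adjusted alone, and the other gene is not reported here.

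KLA-induced gene sets were tested with camera of limma 3.58.1 on voom log2 values, with TMM scaling and an inter-gene correlation of 0.01. Each set held the 200 genes with the largest KLA-induced increase among those past the threshold with a mean normalised count of at least 50, taken from the WT libraries of the other cohort, so that it was independent of the comparison tested. The 4 set tests were adjusted together. Principal components used the 1000 most variable genes on the scale of log2 of the normalised count plus 1.

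Replicates were compared by the mean chi-square per gene against counting noise, over genes with at least 20 counts in a pair. The pairing came from the replicate numbers in the labels. It was checked by the correlation across genes of the deviations of same-numbered libraries from their group means. Numbers of genes called with the replicate number as a block are given beside those without it wherever that correlation was outside ±0.1, and log2 fold changes are those of the main test unless stated. Alternatives were edgeR, TMM factors in DESeq2, a filter of at least 10 counts in at least 2 libraries, the replicate block, the block nested in genotype, a fit of only the groups compared, the first and last pairs of Th2 replicates alone, set sizes of 50 and 500 genes, and leaving out each replicate. After the data were examined, fits with Th2 replicates 3 and 4 summed, with that sum and the block, and with the library batch as a covariate were added.

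Both tests were tested on simulated data with the means, dispersions and library sizes of each fit and 200 genes changed by 2 on the log2 scale. DESeq2 recovered 96% of them in the Th2 design (15898 genes), 89.5% in the Tdg cohort (15026 genes) and 97.5% in the Tet cohort (15028 genes). Among its calls, 28.9%, 19.7% and 7.58% in turn were genes that had not been changed. For edgeR the recovered shares were 89.5%, 76.5% and 97.5%, and 5.29%, 5.56% and 5.8% of its calls were unchanged genes. Both shares thus exceeded the threshold in every design, and DESeq2's did so most in the Th2 and Tdg designs. A call there that edgeR did not make was treated as uncertain. The draws lacked the deviations that same-numbered libraries share in the real data. They gave 78 false DESeq2 calls in the Th2 design and 44 in the Tdg cohort, while the real comparisons gave 2 calls in Th2 cells and 0 at 0 h in the Tdg cohort. The shares may therefore not hold for the real data. For camera, the shift of a simulated set raised by 0.5 was recovered to within 0.00859 in both cohorts (15026 genes in the Tdg and 15028 in the Tet cohort).

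Coordinates were taken from GENCODE vM1 on NCBIM37, the assembly released as mm9, in which 21259 of the 23420 symbols (90.8%) were found. Copies of the targeted transcripts were sought in that assembly with minimap2 2.31-r1302. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Totals of assigned counts ranged from 4982950 to 26657729 per library. Shares of a library's counts are given with Wilson intervals at the 95% level, and 3 counts were taken as the floor. These intervals and floors cover counting error only, since PCR copies without molecular identifiers are not independent molecules.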

Results

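Gene expression was measured in 24 libraries that fell into 10 groups. TDG is the glycosylase that excises oxidised forms of 5-methylcytosine from DNA, and TET1, TET2 and TET3 are the dioxygenases that make those forms. Th2 cells, which are CD4 T cells differentiated in culture to the helper type that secretes IL-4, were sequenced as 4 TDG iKO and 4 WT libraries. BMDMs, which are macrophages grown from bone marrow, were sequenced as a Tdg cohort (TDG iKO and WT) and a Tet cohort (TET iTKO and WT), with 2 libraries for each genotype at 0 h and at 6 h of KLA. Assigned counts ranged from 4982950 in the 0 h WT library of replicate 2 of the Tdg cohort to 26657729 in the Th2 WT library of replicate 4, with a median of 14853861. The median was 10452590.5 in the BMDM libraries of the Tdg cohort and 16658330 in those of the Tet cohort. At these totals the floor of 3 counts equalled a share of 1.13e-05% to 6.02e-05%.

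The ribosomal RNA gene Rn45s took a large and uneven share of the Th2 counts. Its share was 4.53% (95% Wilson interval 4.51 to 4.54) in TDG iKO replicate 1 and 8.34% (8.32 to 8.36) in TDG iKO replicate 2. In WT it was 6.83% (6.81 to 6.84) in replicate 1 and 0.84% (0.833 to 0.846) in replicate 2. In replicates 3 and 4 of both genotypes it lay between 0.347% and 0.387%.

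Replicates 3 and 4 of each Th2 group agreed to little more than counting noise. Their mean chi-square per gene was 1.34 in TDG iKO and 1.51 in WT, against 21.4 to 235 for the other pairs of Th2 replicates of the same group. They were therefore counted as 1 sample in every mean and SD (n = 3 per genotype), although each remained a library in the main test. Principal component 1 carried 87% of the variance and separated replicates 1 and 2 (library numbers 1 to 4) from replicates 3 and 4 (library numbers 17 to 20), and principal component 2 carried 7.18%. Both genotypes were present on each side of this split. In BMDMs the chi-square of the replicate pairs was 41.7 to 92.4 in the Tdg cohort and 11 to 26.5 in the Tet cohort, so replicates differed more in the Tdg cohort.

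**Figure D1:**
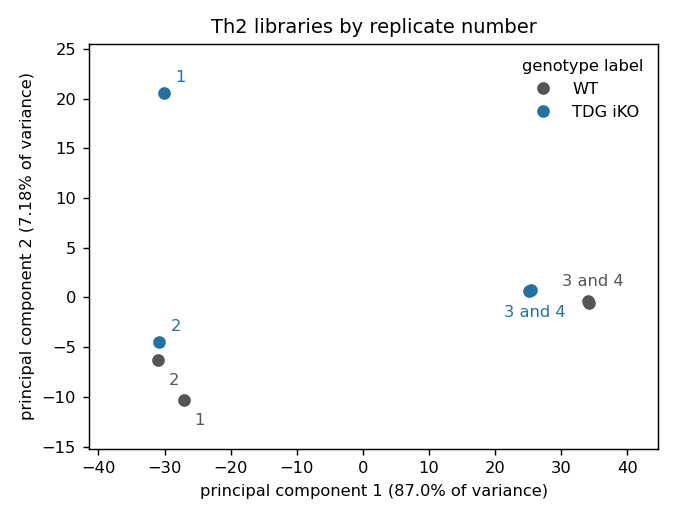
Each point is a Th2 library on principal components 1 (87% of variance) and 2 (7.18% of variance), coloured by genotype label and marked with its replicate number, with 3 and 4 sharing a mark because they lie together. Replicates 1 and 2 of both genotypes lie apart from replicates 3 and 4 along component 1.

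The targeted genes were examined first, since a fall in their counts would support the labels. Tdg (chromosome 10, 82092573 to 82113544, mm9) had raw counts of 7, 2, 3 and 7 in the Th2 WT libraries and 2, 1, 4 and 1 in those labelled TDG iKO, close to the floor in both. No BMDM group had a mean normalised Tdg count above 2.14. In the genome, 78.9% of the 50-base windows of the Tdg transcript (2723 of 3453) also occurred in a copy elsewhere, against 0 windows for Tet1, Tet2 and Tet3. Copies of most of the transcript included those on chromosome 7 (83388071 to 83391005, 99.3% identical over 83.8% of the transcript, with no annotated gene) and chromosome 15 (82346686 to 82349711, 98.6% identical over 86.4%, annotated as Gm5806). Reads shared with such copies are not counted, so the Tdg counts could not test the TDG iKO label.

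Tet2 (chromosome 3, 133126643 to 133207354) and Tet3 (chromosome 6, 83312367 to 83391672) were not lower in the libraries labelled TET iTKO. At 0 h the normalised count of Tet2 was 846.8 ± 35.6 (SD, n = 2) in the libraries labelled TET iTKO and 651.6 ± 79.9 (SD, n = 2) in WT, a log2 fold change of 0.37 (SE 0.14, DESeq2 adjusted p 0.09). At 6 h the change was 0.22 for Tet2 and 0.15 for Tet3, and at 0 h it was 0.12 for Tet3. Tet1 was at or near the floor in unstimulated BMDMs, with 0 counts in WT and 4.54 ± 3.87 normalised counts (SD, n = 2) in the libraries labelled TET iTKO. Counts per gene do not resolve exons, so these counts could not test the label of TET iTKO.

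Ndor1 (chromosome 2, 25100340 to 25111542), the site of the CreERT2 insertion, was lower in the libraries labelled knockout in all 5 comparisons, without overlap between the groups. Its normalised count in Th2 cells was 281.3 ± 116 (SD, n = 3) in TDG iKO and 721.3 ± 257 (SD, n = 3) in WT, a log2 fold change of -1.34 (SE 0.34, DESeq2 adjusted p 0.324). In the fit with the replicate block the change was -1.36 (DESeq2 adjusted p 4.47e-19). In BMDMs of the Tet cohort it was -0.72 at 0 h (SE 0.20, DESeq2 adjusted p 0.00749) and -0.71 at 6 h (SE 0.20, DESeq2 adjusted p 0.00986). In the Tdg cohort it was -0.49 at 0 h and -0.84 at 6 h, and neither passed the threshold (DESeq2 adjusted p 1 in each, and also with the replicate block).

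**Figure D2:**
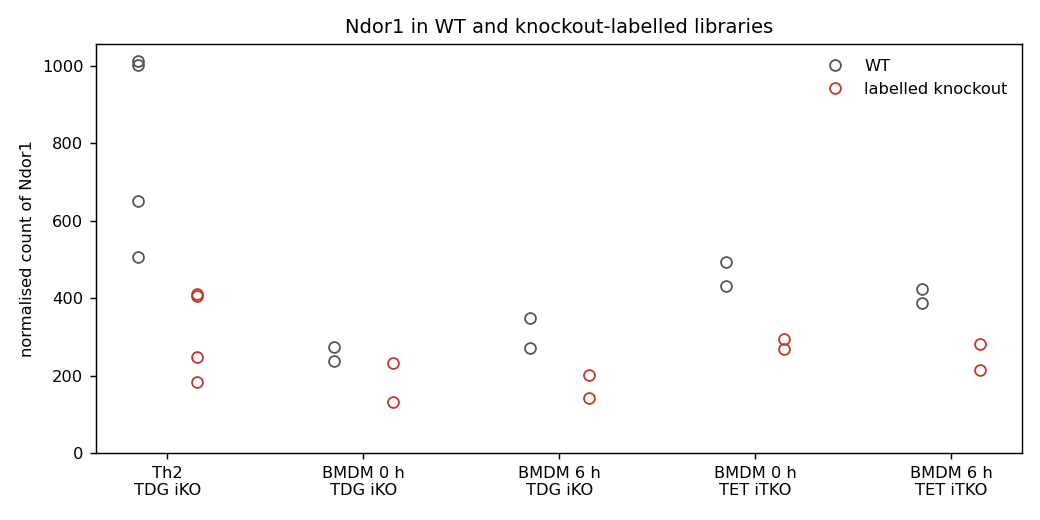
The vertical axis is the normalised count of Ndor1 and each point is a library, with WT in grey and the libraries labelled knockout in red for each of the 5 comparisons. In every comparison all red points lie under all grey points, for example at means of 282.2 against 462.4 for TET iTKO and WT at 0 h.

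Sex-linked genes differed between animals of a group. The TDG iKO Th2 library of replicate 1 had 16 counts of Xist and 4277 counts summed over the Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y. The other Th2 libraries had 18275 to 104420 counts of Xist and at most 1 Y-linked count. In BMDMs no library had a Y-linked count, and the WT libraries of replicate 1 of the Tet cohort had 0 counts of Xist at 0 h and 6 h, against 22210 and 17492 in replicate 2.

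The Th2 comparison asked which genes depend on TDG during helper T cell differentiation. DESeq2 called 2 genes at an adjusted p-value under 0.05, both higher in TDG iKO, and 219 genes had an unadjusted p under 0.05. Abcg2 (chromosome 6, 58534517 to 58642863) had 789.9 ± 83.6 normalised counts (SD, n = 3) in TDG iKO and 519.8 ± 34.5 (SD, n = 3) in WT, a log2 fold change of 0.62 (SE 0.11, DESeq2 adjusted p 0.00107). P2ry14 (chromosome 3, 58918548 to 58934546) had 332.5 ± 85.9 (SD, n = 3) and 138.7 ± 21.9 (SD, n = 3), a change of 1.10 (SE 0.24, DESeq2 adjusted p 0.0267). The edgeR test called 0 genes, with 140 at an unadjusted p under 0.05, and gave both genes an adjusted p of 1.00. Same-numbered libraries deviated together (r = 0.825 across genes). The split of replicates 1 and 2 from replicates 3 and 4, shared by both genotypes, would give a high r however libraries were matched within it. This r therefore cannot test the pairing of single libraries that the replicate block takes. With that block DESeq2 called 87 genes, 44 higher and 43 lower, among them Abcg2 (DESeq2 adjusted p 3.34e-06) and P2ry14 (0.000219). The setting that moved the count most was the fit of replicates 3 and 4 alone, with 1964 genes. Since those replicates agreed to little more than counting noise, that fit had little more than counting noise as its estimate of the spread. Within the other set of libraries, replicates 1 and 2 alone, 46 genes were called. The fits with 2 and 87 calls took replicates 3 and 4 as separate libraries. With them summed, a setting chosen after the data were examined, DESeq2 called 0 genes. Adding the replicate block to the summed fit gave 15 genes, Abcg2 and P2ry14 among them.

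No named gene of the Th2 programme or of DNA methylation upkeep passed the threshold in the main test or with the replicate block. The log2 fold changes were 0.01 for Il4, -0.07 for Il5, 0.26 for Il13, -0.13 for Dnmt1 and 0.04 for Uhrf1, each with a DESeq2 adjusted p of 1, and of 0.385 to 0.896 with the replicate block. Il4 (chromosome 11, 53416484 to 53432171) had 917 ± 305 normalised counts (SD, n = 3) in TDG iKO and 932.2 ± 381 (SD, n = 3) in WT, and the sign of its change depended on the setting. Gata3 (chromosome 2, 9778705 to 9811661) had 4106 ± 569 (SD, n = 3) and 5218 ± 602 (SD, n = 3), a change of -0.32 (SE 0.14) with an unadjusted p of 0.0216 and a DESeq2 adjusted p of 1. Its count was lower in TDG iKO in each same-numbered pair (n = 3 with replicates 3 and 4 counted as 1 sample), and the DESeq2 adjusted p was 0.0767 with the replicate block. Gata3 passed the threshold with replicates 3 and 4 only and with the batch covariate, which was chosen after the data were examined. Both fits took replicates 3 and 4 as separate libraries, although they agreed to little more than counting noise. A lower level of Gata3 is not ruled out. Ifng was near the floor in both genotypes.

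The BMDM comparisons of the Tdg cohort asked whether TDG affects expression in macrophages, which do not divide on stimulation. DESeq2 called 0 genes between TDG iKO and WT at 0 h (265 at an unadjusted p under 0.05, smallest adjusted p 0.0694) and 0 genes at 6 h (34 at an unadjusted p under 0.05). The edgeR test also called 0 genes at each time, with 125 and 27 at an unadjusted p under 0.05. Same-numbered libraries of the 2 genotypes deviated together, with r = 0.309 across genes at 0 h and 0.822 at 6 h. A fit with the replicate block called 4 genes at 0 h, and 0 at 6 h with 90 at an unadjusted p under 0.05. The 4 genes, named after their values were seen, were Marco (log2 fold change -1.70), Rn45s (-1.55), Mpo (1.49) and Cyp2s1 (2.58), with DESeq2 adjusted p from 0.00209 to 0.00648 in the block fit. The 0 h TDG effect also followed exonic gene length, with Spearman's rho of 0.523 across genes, which are not independent replicates. On simulated data with this design, DESeq2 recovered 89.5% of the genes changed by 2 on the log2 scale. When the 915 effects called at 0 h in the Tet cohort were placed in simulated libraries of the Tdg cohort, a median of 183.5 of them were called, and at 6 h 144 of 765. In simulated pairs fitted with the replicate block the medians were 294 and 241. Most changes of that size would therefore have been missed in the Tdg cohort.

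The same comparisons in the Tet cohort gave 915 genes at 0 h, 534 higher and 381 lower in the libraries labelled TET iTKO, of which 347 changed at least 2-fold (272 higher and 75 lower). At 6 h DESeq2 called 765 genes, 377 higher and 388 lower, of which 271 changed at least 2-fold (201 higher and 70 lower). The edgeR test called 688 genes at 0 h, 653 of them shared with DESeq2, and 535 at 6 h, 510 of them shared. The settings that moved the counts most were edgeR at 0 h and the fit of only the 4 libraries compared at 6 h, with 522 genes. Between the times 421 calls were shared, 419 of them in the same direction. The log2 fold changes of the 9628 genes compared correlated with r = 0.712 across genes, which are not independent replicates. Across genes the TET effect hardly followed the TDG effect, with r = 0.127 at 0 h and 0.0813 at 6 h.

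**Figure D3:**
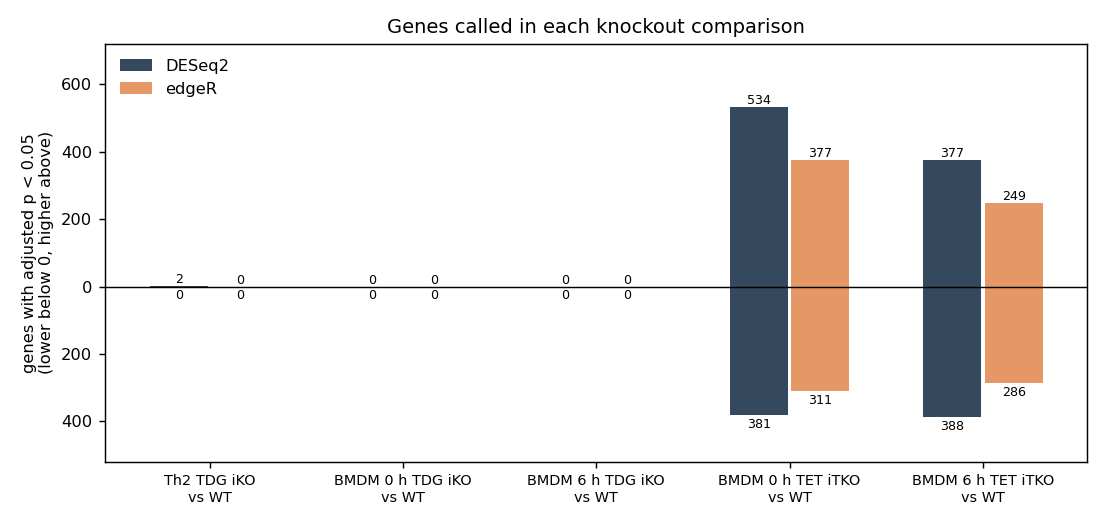
Bars give the number of genes with an adjusted p-value under 0.05 in each knockout comparison, higher genes above 0 and lower genes below it, for DESeq2 and edgeR. The TDG comparisons have 2, 0 and 0 DESeq2 calls and the TET comparisons 915 and 765.

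At 0 h the largest increases under the rule for named genes were those of Bmp1, Ifitm1 and Il6. Bmp1 (chromosome 14, 70874364 to 70920067) rose from 2.5 ± 2.45 to 118.6 ± 45.9 normalised counts (SD, n = 2 each), a log2 fold change of 5.74 (SE 0.70, DESeq2 adjusted p 9.33e-14). Ifitm1 (chromosome 7, 148153120 to 148155724) changed by 5.52 (SE 1.13, DESeq2 adjusted p 5.55e-05). Il6 was at or under the floor in WT and at least 5.4-fold higher in the libraries labelled TET iTKO (DESeq2 adjusted p 0.0335). The largest decreases were -1.87 for Tm4sf19, -1.93 for Cadm1 and -2.10 for Angptl2, the last with 118.4 ± 11 against 503.8 ± 120 normalised counts (SD, n = 2 each). All of these had an edgeR adjusted p under 0.05 except Il6, with an edgeR adjusted p of 0.163.

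At 6 h the largest increases were 4.39 for Ifitm1 (SE 1.10, DESeq2 adjusted p 0.00234), 3.84 for Cd34 (SE 1.10, DESeq2 adjusted p 0.0108) and 3.60 for Cx3cr1 (SE 0.54, DESeq2 adjusted p 5.49e-09). The replicates labelled TET iTKO differed widely for Cd34, with 35.7 and 164.5 normalised counts against 5.16 and 8.83 in WT, and its edgeR adjusted p was 0.0502. The largest decreases were -1.97 for Fabp7, -2.00 for Crip1 and -2.06 for Kif5c. Crip1 (chromosome 12, 114390223 to 114392088) had 85.9 ± 6.46 normalised counts in the libraries labelled TET iTKO and 345.5 ± 65.6 in WT (SD, n = 2 each).

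The response to KLA was measured in each genotype of each cohort. In WT cells DESeq2 called 1001 genes in the Tdg cohort (615 higher and 386 lower at 6 h) and 2874 in the Tet cohort (1556 higher and 1318 lower). The cohorts shared 930 calls, all in the same direction, and the log2 fold changes correlated with r = 0.861 across genes. DESeq2 called 824 genes in TDG iKO (497 higher and 327 lower) and 2771 in the libraries labelled TET iTKO (1454 higher and 1317 lower). Of the WT calls, 671 were shared with TDG iKO, all in the same direction, and 2121 with TET iTKO, 2120 of them in the same direction.

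The counts for KLA depended on how replicates were paired. Libraries of the same number and genotype at 0 h and 6 h deviated together, with r = 0.357 for WT and 0.824 for TDG iKO in the Tdg cohort and 0.507 for WT and 0.391 for TET iTKO in the Tet cohort. With the replicate block the Tdg cohort gave 1809 genes in WT and 1375 in TDG iKO, and with the block nested in genotype 1822 and 1312. For the Tet cohort the block gave 2891 genes in WT and 2769 in TET iTKO, and the nested block 3077 and 3017. The edgeR test called 413 and 346 genes in the Tdg cohort and 3139 and 3012 in the Tet cohort, in the same order.

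Whether a genotype changed the response was tested as an interaction. For TDG, DESeq2 called 0 genes (37 at an unadjusted p under 0.05), edgeR 0 (24), the fit with the replicate block 0 (152) and the fit with the nested block 0 (213). For TET, DESeq2 called 52 genes, 6 with a higher and 46 with a lower log2 change after KLA in the libraries labelled TET iTKO than in WT. With the replicate block 90 genes were called and with the nested block 225. The edgeR test called 1, Spata13, with a log2 difference of -1.30 (edgeR adjusted p 0.0407).

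Whether the TET effect differed from the TDG effect was tested in all BMDM libraries together. The 0 h TDG effect followed gene length, as given above, so the 0 h differences carry that limit. At 0 h DESeq2 called 39 genes, 31 with a higher and 8 with a lower effect in TET iTKO, and 37 of them were also called between TET iTKO and WT. At 6 h it called 10 genes, 6 higher and 4 lower, all of them also called between TET iTKO and WT. Under the replicate block, whose pairing check differed between the cohorts as given above, 186 and 101 genes were called. The edgeR test called 0 genes at 0 h, with 599 at an unadjusted p under 0.05, and 1 gene at 6 h, AI427809 (log2 difference -3.84, edgeR adjusted p 0.0381).

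The 6 named genes next to the enhancers that the study selected were compared in BMDMs as part of a fixed list. At 6 h, 3 of the 6 passed the threshold between TET iTKO and WT, both over the list and over all genes. Ptgs2 (chromosome 1, 151947254 to 151955140) had 5129 ± 1911 normalised counts (SD, n = 2) in the libraries labelled TET iTKO and 1719 ± 663 (SD, n = 2) in WT, a log2 fold change of 1.58 (SE 0.48, DESeq2 adjusted p 0.0197). Il1b (chromosome 2, 129190306 to 129196875) had 7193 ± 2809 (SD, n = 2) and 2333 ± 159 (SD, n = 2), a change of 1.63 (SE 0.50, DESeq2 adjusted p 0.0212). Il6 (chromosome 5, 30339701 to 30346508) had 998.8 ± 534 (SD, n = 2) and 108 ± 79.8 (SD, n = 2), a change of 3.21 (SE 0.99, DESeq2 adjusted p 0.0237). Adjusted over the list alone, the DESeq2 p-value was 0.00282 for each, and the edgeR adjusted p over all genes was 0.0152, 0.0155 and 0.0072 in turn. Batf (chromosome 12, 87027619 to 87050037) changed by 0.40 (SE 0.19) and did not pass (DESeq2 adjusted p 0.259, 0.0641 over the list). The changes of Alcam and Mdfic were 0.05 and 0.24.

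At 0 h, 5 of the 6 genes passed over the list and 4 over all genes between TET iTKO and WT. The log2 fold changes were 3.82 for Il1b (DESeq2 adjusted p 1.93e-10), 2.55 for Ptgs2 (9.37e-05) and 0.67 for Batf (0.0234), with Il6 at least 5.4-fold higher. Alcam changed by -0.28 and passed over the list only (DESeq2 adjusted p 0.0215 over the list, 0.157 over all genes). With edgeR, the adjusted p was 0.0549 for Batf and 0.163 for Il6. Between TDG iKO and WT, 0 of the 6 passed at 0 h and 0 at 6 h, and the smallest unadjusted DESeq2 p among them was 0.258 at 0 h and 0.629 at 6 h, for Il6 and Mdfic. None of the 6 passed over all genes in these comparisons with the replicate block either.

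**Figure D4:**
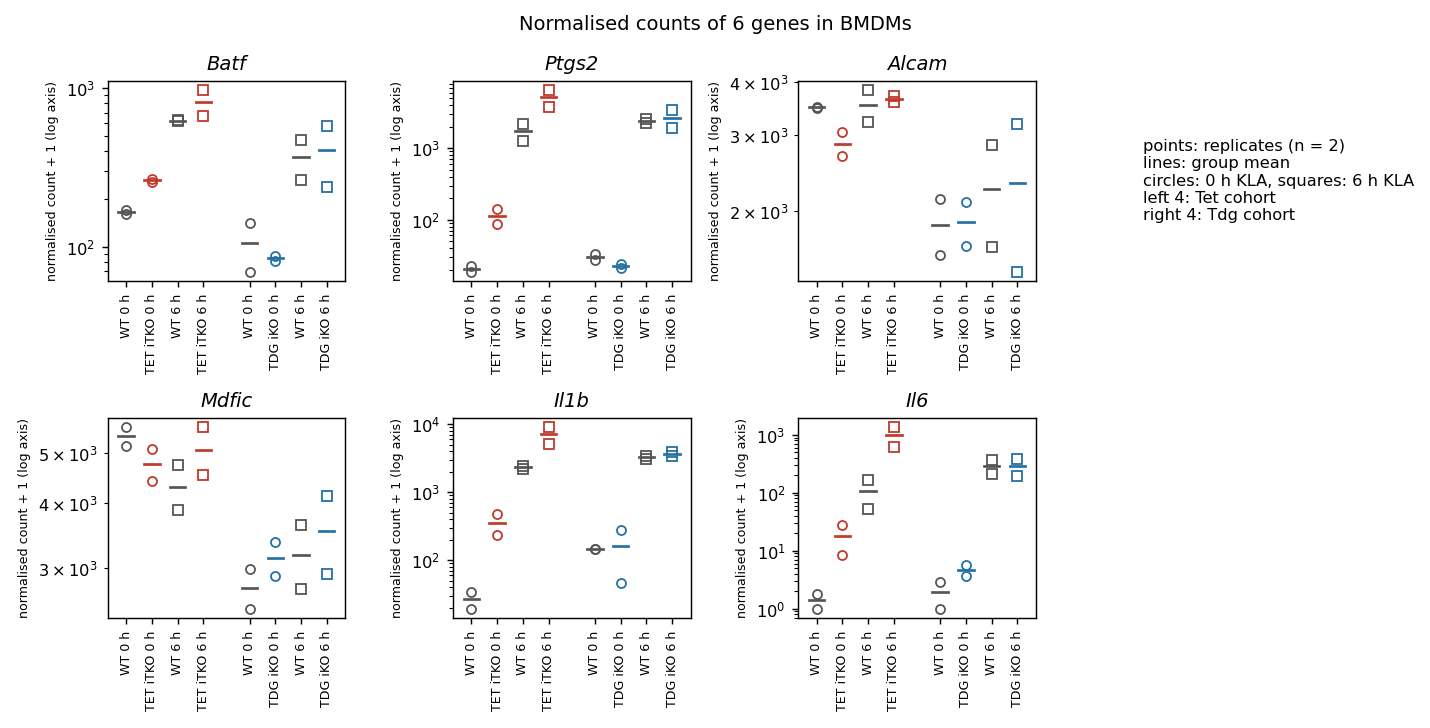
The vertical log axis is the normalised count plus 1 of each of the 6 genes and each open point is a BMDM library, with circles at 0 h, squares at 6 h of KLA and lines at the group means, the Tet cohort on the left and the Tdg cohort on the right of each panel. At 6 h Il6 has a mean of 998.8 in TET iTKO against 108 in WT, and 292.4 in TDG iKO against 290.9 in WT.

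KLA raised Ptgs2, Il1b, Batf and Il6 in WT cells of both cohorts, each with a DESeq2 adjusted p of at most 0.0125 in the main test and under 0.05 with the replicate block. In the Tdg cohort edgeR did not call Batf (edgeR adjusted p 0.114 in WT and 0.073 in TDG iKO), so these Batf calls are uncertain. The log2 fold changes were 6.38 and 6.48 for Ptgs2, 4.50 and 6.53 for Il1b and 1.83 and 1.92 for Batf in the Tdg and Tet cohorts, and Il6 was at least 42.1-fold and 34.1-fold higher at 6 h. Over the list, 4 of the 6 genes passed in WT of the Tdg cohort, 4 in TDG iKO, 5 in WT of the Tet cohort and 5 in TET iTKO. Over all genes the numbers were 4, 4, 4 and 5, and with the replicate block 4, 4, 5 and 5. In the interaction with TET, Il1b passed over the list only, with a log2 difference of -2.19 (SE 0.73, DESeq2 adjusted p 0.0183 over the list, 0.277 over all genes). With the replicate block 3 of the 6 passed over the list and 0 over all genes. Within the gene length limit given above, the TET effect exceeded the TDG effect at 0 h for Ptgs2 by 2.96 (DESeq2 adjusted p 0.00415) and for Il1b by 3.68 (DESeq2 adjusted p 0.00614). At 6 h it did so over the list for Ptgs2 (1.43, DESeq2 adjusted p 0.0279) and Il6 (3.21, DESeq2 adjusted p 0.00324), and for 0 of the 6 over all genes (DESeq2 adjusted p 0.801 and 0.195). In the fit with the replicate block both passed over all genes (DESeq2 adjusted p 0.00285 and 0.000119), as did both differences at 0 h. Over the list alone, edgeR passed 2 of the 6 at 0 h and 2 at 6 h. With edgeR none of these differences passed over all genes, with an edgeR adjusted p of 0.379 and 0.566 at 0 h and of 1 and 0.953 at 6 h.

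KLA-induced genes were then tested as sets of 200 defined in WT libraries of the other cohort. In the libraries labelled TET iTKO the set was shifted by 0.88 on the log2 scale relative to other genes at 0 h (camera adjusted p 1.78e-24), with 169 of 200 genes higher. At 6 h the shift was 0.40 (camera adjusted p 2.72e-15), with 152 of 200 higher. In TDG iKO the shift at 0 h was 0.12 (camera adjusted p 0.696), with 113 of 200 higher, and with the replicate block 0.0043 (adjusted p 0.59). At 6 h it was -0.047 (camera adjusted p 0.0909), with 84 of 200 higher, and with the replicate block -0.049 (adjusted p 0.198). With a set of the 50 most induced genes the 6 h shift was -0.088 (camera adjusted p 0.0102). Of the 915 genes called at 0 h between TET iTKO and WT, 301 were also KLA-responsive in WT of the Tdg cohort, and 274 of these changed in the same direction.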

Values the study reported

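The study reported that, after Th2 culture, the floxed exons had been deleted with efficiencies of 96% for Tet1, 80% for Tet2, 96% for Tet3 and 92% for Tdg, as measured by quantitative reverse-transcription PCR. Transcripts of Tet1, Tet2, Tet3 and Tdg were also quantified by that method in a supplementary figure on BMDMs, whose values its text does not give. In BMDMs it reported 4069 regions that gained 5-hydroxymethylcytosine within 6 h of stimulation, of which 118 were latent enhancers.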

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

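Of the tests below, the slope of the TDG effect on the TET effect was chosen only after the result was seen. Each difference between groups below was tested directly, as an interaction or as a difference of effects. The counts of the Tet genes could not test the label of TET iTKO. Within these data the directions rest on the labels and on the lower Ndor1 counts, which bear on the presence of Cre and not on the deletion.

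The KLA response differed between TET iTKO and WT for 52 genes, 46 with a lower and 6 with a higher log2 change after KLA in the libraries labelled TET iTKO than in WT. Of the 46, 40 had a change of smaller size in TET iTKO, while the other 6 fell further. By adjusted p the 5 foremost genes, chosen after their values were seen, were Fpr1 (log2 difference -1.59), Fpr2 (-1.52), Ccl7 (-1.10), Spata13 (-1.29) and Socs3 (-1.52). Ccl7 fell after KLA in WT (-0.37) and fell further in TET iTKO (-1.47). A floor in unstimulated WT cells, which would inflate their response, was tested by counting the genes with at most 3 counts in both WT libraries at 0 h. Only 1 of the 46 had so few. A higher level before KLA was tested next. Of the 46 genes, 37 were both called higher at 0 h in the libraries labelled TET iTKO and induced by KLA in WT, 11 were called higher at 6 h and 9 lower at 6 h. Both measures use the same 0 h libraries, so a chance excess in those libraries would also give this pattern. Most of the lower changes are thus consistent with a raised starting level and not with a lower level after KLA. The edgeR test called only 1 gene, the replicate block 90 and the nested block 225, so the list of genes depends on the test. Of the 52 genes, 48 were among those called with the nested block. Each group had 2 libraries, and a difference between the mice could not be told apart from genotype by these tests.

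At 0 h, 39 genes differed between the TET effect and the TDG effect, and at 6 h 10 genes did. The explanations weighed were a technical loss of calls in the Tdg cohort and a weaker change of the same genes. The Tdg cohort had the lower depth, so the Tet libraries were thinned to its totals, which left 736 calls at 0 h (588 at 6 h) and does not account for 0 calls. The larger spread between replicates was tested by placing the 915 TET effects of 0 h in simulated libraries with the spread of the Tdg cohort. A median of 212.5 calls (186 to 239 over 20 draws) remained, of which a median of 183.5 were genes given an effect, and for 6 h the medians were 175 and 144. With paired draws and the replicate block 319 calls remained at 0 h (294 of them genes given an effect) and 263 at 6 h (241). The spread could therefore hide most changes of that size, and in these draws it did not by itself give 0 calls. The draws also called genes given no effect. The real comparisons called 0 genes in the main test, with 34 at an unadjusted p under 0.05 at 6 h. The draws may thus overstate the calls, and how much of the loss comes from the spread cannot be told. The slope of the TDG effect on the TET effect across the genes called in TET iTKO was 0.0795 at 0 h (0.065 with the replicate block), so a weaker change of the same genes would have to be about that small. A hypothesis is that genes among these respond to TET loss and not to TDG loss. It does not cover all of them, as genes named after their values were seen show. AI427809 at 6 h, the only gene that edgeR called, had estimates of -1.8 for TET and 2.07 for TDG. Clec7a at 6 h had -1.08 and 0.839. The other genes called at 6 h had TDG estimates of -0.5 to 0.334. The hypothesis cannot be told apart from a difference between the cohorts' animals, and edgeR called 0 genes (599 at an unadjusted p under 0.05) at 0 h and 1 at 6 h. The 0 h TDG effect that was subtracted followed gene length (Spearman's rho 0.523 across genes), so the 39 calls carry that limit.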

How the results depend on the processing

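Across the 19 comparison results, 80 of 109 values under an alternative kept their direction and their side of the threshold, with counts within 1.5 times the main count. Apart from the comparisons these covered 131 single-gene results with 1149 values. Of these, 1037 were counted as kept, while 25 became weaker, 14 became stronger, 46 moved and 27 reversed. Kept meant the same direction and side of the threshold, except in BMDM fits without a library. All 46 came from leaving out a replicate. BMDM fits without a library gave no calls, so their values had no side of the threshold to keep. They were counted as kept when they differed from the main value by less than the SD between replicates, and otherwise as moved. Their direction was not checked, so the 27 leave out any reversal among them. The largest log2 fold change among the 27 values counted as reversed was 0.53.

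In the Tet cohort the counts for genotype and for KLA, though not those for their interaction, stayed within that limit under every alternative run. Between TET iTKO and WT they ranged from 688 to 1106 at 0 h (653 genes shared between the main test and the lowest) and from 522 to 819 at 6 h (506 shared). For the KLA response they ranged from 2583 to 3139 in WT (2548 shared with the lowest) and from 2421 to 3017 in TET iTKO (2358 shared). Same-numbered TET iTKO and WT libraries did not deviate together (r = 0.0181 at 0 h and 0.0637 at 6 h), and with the replicate block 1036 and 819 genes were called. With that block the shifts of the KLA-induced set were 0.88 and 0.39. The number of genes of the fixed list past the threshold at 6 h was unchanged in TET iTKO and in TDG iKO under every alternative run. Scaling by TMM moved the median log2 fold change of a comparison by at most 0.041.

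The Th2 comparison, with 2 genes in the main test, moved most. The edgeR test gave 0 genes, the replicate block 87, replicates 1 and 2 only 46 and replicates 3 and 4 only 1964. Among the settings chosen after seeing the data, summing replicates 3 and 4 gave 0 (77 at an unadjusted p under 0.05), summing them with the replicate block 15 and a batch covariate 634. A filter on low counts gave 3 genes, Ddit4 being the addition. Leaving out each library in turn gave 0 to 5 genes. Abcg2 passed in 5 of those fits and P2ry14 in 1, and without TDG iKO replicate 2 Cpe, Csf2, Iigp1 and Zcchc18 were called beside it. Replicates 3 and 4 agreed to little more than counting noise, which is in line with the high count of 1964 when they stood alone, and the block absorbs differences between library batches. The fit with the batch covariate also took replicates 3 and 4 as separate libraries. In the other cases the cause was not tested.

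In the Tdg cohort the replicate block gave 4 genes between TDG iKO and WT at 0 h, against 0 in the main test. For KLA in WT, edgeR gave 413 genes, the replicate block 1809 and the nested block 1822, against 1001. For KLA in TDG iKO they gave 346, 1375 and 1312, against 824. In the TET interaction, with 52 genes in the main test, edgeR gave 1, the replicate block 90 and the nested block 225. For the TET effect less the TDG effect at 0 h, with 39 genes, edgeR gave 0 (599 at an unadjusted p under 0.05) and the replicate block 186. At 6 h, with 10 genes, edgeR gave 1 and the replicate block 101. The 50-gene set shifted the 6 h TDG result past the threshold (-0.088, camera adjusted p 0.0102), while the adjusted p of its other alternatives lay between 0.0816 and 0.24. On simulated data DESeq2's false-call share was 28.9% in the Th2 design and 19.7% in the Tdg cohort, against 5.29% and 5.56% for edgeR. It also recovered fewer of the changed genes, 89.5% against 96% for DESeq2 in the Th2 design and 76.5% against 89.5% in the Tdg cohort. The simulated libraries lacked the deviations that same-numbered libraries share, so these shares may not hold for the real data. Fewer calls by edgeR in these designs could come from fewer false calls or from missed changes, and which calls were false was not tested.

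Most values counted as reversed were near 0, and the others were in genes with a wide spread between libraries. In Th2 cells Il4 changed by 0.01 in the main test, by -0.0847 with replicates 1 and 2 only and by -0.0241 with replicates 3 and 4 summed. Uhrf1 changed by 0.04, and by -0.0704 with replicates 1 and 2 only. Across the 8 fits that each left out a library, the change ranged from -0.174 to 0.252 for Il4, from -0.639 to 0.529 for Il5 (-0.07 in the main test), from -0.303 to 0.676 for Il13 (0.26), from -0.0197 to 0.132 for Uhrf1, from -0.0993 to 0.251 for Tet1 (0.13) and from -0.216 to 0.0012 for Tet2 (-0.12).

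In BMDMs the replicate block turned Alcam to -0.0427 and Il1b to -0.0648 between TDG iKO and WT at 0 h, and Il6 to -0.0068 at 6 h. In the TDG interaction Alcam became -0.0156 with edgeR, -0.0014 with TMM factors and -0.0336 with the nested block, and Il1b became -0.0046 with edgeR and -0.0116 with TMM factors. In the TET interaction Ndor1 became -0.0071 with the nested block. No value counted as reversed passed the threshold, and the cause was not tested.

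Tdg, Ifng and, in unstimulated BMDMs, Tet1 and Il6 lay at or near the floor in WT, so a lower level in the knockout was not detectable. With 2 libraries per BMDM group, leaving out a library left a single library in an arm, so those fits gave log2 fold changes and no calls.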

Other observations

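The tests of the CreERT2 insertion, of a male mouse, of a single X chromosome and of the immature myeloid markers were chosen only after the result was seen.

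Ndor1 was lower in the libraries labelled knockout in every comparison. The CreERT2 transgene lies at this locus, so its insertion is a candidate cause. Among the 8329 genes that could be ranked by their smallest fall over the 5 comparisons, Ndor1 had rank 1 with -0.49, ahead of Zrsr1 with -0.34. A regional change was tested with the 18 expressed neighbours within 500 kb. Of these, 5.56% (1 gene, Tmem203) were lower in all 5 comparisons, against 2.85% of all genes, so the fall did not spread over the region. The counts are in line with an effect of the insertion on Ndor1 that separates Cre carriers from controls, which the Tdg and Tet counts could not do. They do not show that the floxed genes were deleted. An effect of CreERT2 itself on other genes was not tested, since each comparison of a knockout with WT also compared Cre carriers with controls.

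The Th2 calls were compared with other splits of the 8 libraries. Of the 35 splits into 4 and 4, 8 parted all same-numbered pairs, and 1 of these 8, the real split, gave at least 2 genes, the others 0. With the replicate block the real split was again 1 of 8, with 87 genes against 0 to 25 for the others. With 8 splits the share cannot fall under 0.05, so chance cannot be told apart. Of the 27 other splits, 5 gave at least 2 genes, and the split of replicates 1 and 2 from replicates 3 and 4 gave 8098. Each genotype was present in both sets of that split. The 2 genes were also called with the library batch as a covariate, in a fit that took replicates 3 and 4 as separate libraries.

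Replicates 3 and 4 of the Th2 groups were closer than other replicates. Their greater depth was examined by thinning the WT pair to 7641848 counts, the lowest Th2 total. The chi-square per gene was then 1.14, against 42.8 for replicates 1 and 2, and in TDG iKO 1.2 against 16.6. As this chi-square grows with depth, greater depth would make a pair look less alike, so it could not have caused the closeness and the thinning could not have come out otherwise. The pairs may be repeat libraries of 1 sample, a hypothesis that the labels do not settle, and no biological explanation was tested.

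The WT libraries of replicate 1 of the Tet cohort had no Xist counts. A male mouse was tested by the Y-linked counts, which summed to 0 over its libraries at 0 h and 6 h. A single X chromosome was tested with 6 genes that escape X inactivation. Relative to autosomal genes, their median log2 ratio of replicate 1 over replicate 2 was -0.42 at 0 h and -0.55 at 6 h, while other X-linked genes stood at 0.0316 and 0.0182. That is consistent with a single X chromosome, but with a single animal on each side it cannot be told apart from other differences between the mice. The calls between TET iTKO and WT did not follow the X chromosome, since 3.25% of those at 0 h were X-linked against 3.35% of the genes tested (Fisher's exact test, two-sided, p 1). In the Th2 cells, TDG iKO replicate 1 had 4277 Y-linked counts, as a male animal would give, and no biological explanation of these sex differences was tested.

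KLA-induced genes were higher in the unstimulated libraries labelled TET iTKO. A mixture with RNA of KLA-treated cells was tested by the share of 6 h RNA that each of 198 induced genes would need. The median share was 8.68%, and the 75th percentile was 5.66 times the 25th, whereas a mixture without noise would give every gene about the same share. Of the 198 shares 27 were negative, and the spread that noise alone would give was not measured. The ratio therefore cannot rule a mixture out. Gene length bias was tested across genes, and Spearman's rho of the 0 h TET effect with exonic length was 0.0555 (0.192 at 6 h). Gene length did not account for the pattern at 0 h, while a mixture remains open. The hypothesis that loss of TET raises these genes before stimulation also remains. It cannot be told apart from a mixture or from a difference between the mice. There were 2 libraries per group, and the Tet counts could not test the labels.

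The TDG effect at 0 h followed gene length, with Spearman's rho of 0.523 across genes (0.522 with the replicate block), against -0.153 at 6 h and -0.32 in Th2 cells. The WT library of replicate 2, which had the fewest counts in the series, was a candidate source. In the pair of replicate 1 the rho was -0.146 and in the pair of replicate 2 it was 0.546. Between the WT libraries, replicate 2 over replicate 1, it was -0.377. The bias lay with the libraries of replicate 2, but with 2 pairs the library at fault cannot be told apart by rho. Replicate deviations of the 0 h WT libraries followed those of the other groups with r of 0.309 to 0.366, against 0.682 to 0.824 among those groups. The WT library of replicate 2 had the lowest assigned share of its cohort (53.41%). Neither value concerns gene length. The 0 h TDG result, which had 0 calls (265 at an unadjusted p under 0.05), carries this limit, as do the 0 h differences between TET and TDG effects. The KLA response in WT of the Tdg cohort, and the set taken from it, also used this library. In Th2 cells the rho was -0.286, -0.0553, -0.233 and -0.221 in the pairs of replicates 1 to 4. The Th2 result thus also followed gene length, in the opposite direction, and the source was not tested.

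Cd34 and Ifitm1 were among the genes with the largest increase in the libraries labelled TET iTKO, and RNA from immature myeloid cells was a candidate source. It was tested with camera on a marker list written before the test. With all 12 markers the shift at 0 h was 1.22 (camera adjusted p 0.0236). Because Cd34 is part of the pattern itself, the test was then repeated without it, after that result had been seen. The remaining 11 markers shifted by 0.958, with 8 of 9 tested higher (camera adjusted p 0.057). At 6 h their shift was 1.58 (camera adjusted p 0.00147), and in TDG iKO 0.468 at 0 h (0.485) and 0.721 at 6 h (0.0344). Immature cells, or a raised expression of these genes in macrophages, could each give this, and the tests do not tell them apart.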
